A study of Mus musculus with 5 samples. Its data were reported in "High-efficiency reprogramming of fibroblasts into cardiomyocytes requires suppression of pro-fibrotic signalling" (2015).

How the data were processed

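Transcriptomes were measured by poly(A)-selected, stranded RNA-Seq in 5 cultures of C57BL/6 mouse cells, with 1 library per culture. MEF is mouse embryonic fibroblasts from embryonic day 14.5, kept in growth medium for 2 days according to the label. The header of its counts names day 3 instead, so its culture time is uncertain. GHMT is the same kind of fibroblast after retroviral delivery of the transcription factors Gata4, Hand2, Mef2c and Tbx5. GHMT2m received those factors together with the muscle microRNAs miR-1 and miR-133. GHMT2m+A83-01 was also treated with 0.5 µM A83-01, an inhibitor of TGF-β type I receptors. These 3 transduced cultures were collected at day 7, after 6 days of expression according to the labels, in an induction medium that differs from the medium of the MEF library. NMCM is cardiomyocytes isolated from hearts of mice at postnatal day 1. Groups were taken from the sample labels alone.

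The authors deposited 1 table of expected counts per library, each listing the same 68548 gene names. Per the study's methods, the authors analysed the reads in Partek Flow version 3.0; the aligner, genome build, gene annotation and read filters of the RNA-Seq are not stated. The values are not scaled for library size or gene length. Between 68.9% and 73.0% of the values in a library are whole numbers, and the rest carry fractions, as probabilistic assignment of reads gives. Of the 68548 names, 20093 matched a symbol or synonym in the gene tables used here, and these held between 83.5% and 88.0% of the counts of a library. Another 467 names have the form of several gene symbols merged into 1, and many of the rest are names the tables do not hold. Totals ranged from 26569004 counts in GHMT2m to 59151728 in GHMT.

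Counts were divided by the library total and multiplied by 1000000 to give CPM. A comparison used the genes with at least 1 CPM in either library, and its effect is the log2 ratio of CPM + 1, a scale that understates the change of genes with low counts. Each group has 1 library, so no difference has a replicate check, and no p-value was computed. Thresholds of 1.5-fold, 2-fold and 0.5-fold followed those of the study. Intervals are 95% Wilson binomial intervals of a count share, or of the share of a gene's counts that fell in one of both libraries. Expected counts were rounded to whole numbers for these intervals. Intervals, and the floor of 3 counts given as the smallest detectable share, cover counting error only, because PCR reads without molecular identifiers are not independent molecules. They compare libraries, not conditions. To gauge counting error in the gene counts, 20 Poisson draws were made from the pooled profile of each pair of libraries.

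Gene ontology annotation was not used here. In its place stand 3 lists of genes written by hand before the data were examined: 50 cardiac contractile genes, 60 pro-fibrotic and extracellular matrix (ECM) genes, and 60 genes of the respiratory chain. Genes of a list were matched by exact symbol, so a member listed only under a merged name was left out. The list's median log2 ratio is given with its 95% binomial order-statistic interval and with its percentile among 10000 random lists of the same size. Each gene of a random list was drawn from the 200 genes nearest in mean expression, list members excluded. The percentile describes these libraries and is not a test between conditions. Lists of skeletal muscle, direct TGF-β target, cell cycle and endothelial genes were also written beforehand. All 7 lists were computed in 4 comparisons, of which 9 medians were planned as results. Similarity to NMCM is Pearson's r of log2(CPM + 1) across genes that differ at least 2-fold between NMCM and MEF, with complete-linkage clustering on 1 minus r.

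The genes named were fixed by a rule written before the data were examined: the 4 introduced factors, the genes the study followed by PCR or staining, and the 3 largest and 3 smallest log2 ratios of each comparison among genes with a known symbol. A gene selected by this rule is not reported here. The use of synonyms for this rule was settled after the names had been seen. Coordinates are those of NCBIM37 (mm9) with GENCODE M1, assigned by symbol; the build behind the deposited values may be another. Genes with no match carry no coordinates.

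Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter on low values, a minimum of 5 CPM, median-of-ratios scaling, scaling without the 100 genes with the highest values, Spearman's rho, and other gene sets for the correlation. Alternatives chosen after the data were seen were adding merged names, using only genes matched to a symbol table, and thinning every library to the depth of GHMT2m. The yardsticks for a moved value were also chosen then. They are a factor of 1.5 for gene counts, the interval for medians and genes, and 1.96 standard deviations of 20 Poisson resamplings for r. That last range was first taken as the extremes of the resampled values and was changed to a range centred on the observed r, because resampling lowers r; all alternatives of r were outside both.

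The functions were tested on simulated counts drawn from the mean profile and library sizes of GHMT2m and GHMT2m+A83-01. The 200 genes changed had at least 5 CPM in either library, and the planted changes were well past 2-fold. Of these genes, 100% were recovered past 2-fold, and 0 unchanged genes passed. The raised genes had a median log2 ratio of 1.95. Recovery of changes near the thresholds, or of genes near 1 CPM, was therefore not measured. Of 40 random lists with no planted change, 3 fell outside the central 95% of matched lists. The simulation had Poisson error only and therefore no variation between cultures. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The study's chromatin immunoprecipitation data were not analysed here.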

Results

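Gene expression was profiled in untreated fibroblasts (MEF), in fibroblasts reprogrammed towards cardiomyocytes by GHMT, GHMT2m or GHMT2m with A83-01, and in neonatal cardiomyocytes (NMCM). There were no biological replicates, so every difference below is between 2 libraries. The libraries held 39987202 counts for MEF, 59151728 for GHMT, 26569004 for GHMT2m, 46605502 for GHMT2m+A83-01 and 36500035 for NMCM. The smallest level these depths can show, 3 counts, corresponds to between 0.0507 CPM in GHMT and 0.113 CPM in GHMT2m. At least 1 CPM was reached by 15155 genes in MEF, 15532 in GHMT, 15690 in GHMT2m, 16010 in GHMT2m+A83-01 and 15823 in NMCM. The 10 most abundant genes held 13.2% of the counts in NMCM, against 6.06% in MEF and 7.74% in GHMT2m+A83-01.

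The introduced factors were examined first. Gata4 (mm9, chromosome 14, 63817759 to 63890529, minus strand) rose from 1.37 CPM in MEF to 579 CPM in GHMT, a log2 ratio of 7.93 (95% interval 7.70 to 8.14). The log2 ratio of GHMT over MEF was 6.34 (6.18 to 6.49) for Hand2 (chromosome 8, 59799780 to 59803314), 7.33 (7.20 to 7.46) for Mef2c (chromosome 13, 83643033 to 83806684) and 8.82 (8.61 to 9.03) for Tbx5 (chromosome 5, 120284672 to 120335227). The counts do not separate introduced from endogenous transcripts. All 4 factors were lower in GHMT2m than in GHMT, with log2 ratios of -0.85 for Gata4, -0.84 for Hand2, -0.64 for Mef2c and -0.88 for Tbx5. These differences exceeded counting error in each case. In NMCM the levels were 203 CPM for Gata4, 41.1 CPM for Hand2, 145 CPM for Mef2c and 47.3 CPM for Tbx5, each below the level in GHMT.

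The first comparison, GHMT over MEF, asks which genes GHMT regulates by day 7. The libraries also differ in days of culture and in medium, and these cannot be separated from the factors. Of 16397 genes tested, 3353 were at least 1.5-fold higher in GHMT and 3721 were at least 1.5-fold lower. Poisson draws with no difference gave at most 1 gene in either direction. Among the alternatives, the number of genes up moved most when the minimum was raised to 5 CPM, to 2461. The excess of lower over higher genes was not kept under other scalings. Median-of-ratios scaling gave 3813 genes up and 3033 down. Scaling without the 100 genes with the highest values gave 3734 up and 3632 down. The 3 largest ratios belonged to Tbx5, Casq2 (chromosome 3, 101890338 to 101950437; log2 ratio 8.58) and Tnnt2 (chromosome 1, 137737452 to 137748837; log2 ratio 8.54). The 3 smallest belonged to Il1rl1 (chromosome 1, 40486415 to 40522260), which fell from 558 to 9.89 CPM, Spp1, which fell from 1347 to 57.8 CPM, and Moxd1, which fell from 45.1 to 1.22 CPM.

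Cardiac markers rose unevenly. Each library is a whole culture, and the study found cardiac troponin T in only part of the transduced cells. Levels relative to NMCM therefore mix the share of converted cells with expression per cell. Tnnt2, which encodes cardiac troponin T, went from 16.7 CPM in MEF to 6567 CPM in GHMT, 78.4% of its level in NMCM. Myl7 reached 75.4% of its level in NMCM. Myh6 reached 329 CPM, or 1.20% of NMCM, and Actn2 reached 24.1 CPM, or 1.36% of NMCM. Myl2 was at 1.01 CPM in GHMT (0.788 to 1.31) and at 5247 CPM in NMCM. Across the cardiac contractile list, all 43 genes tested had a positive log2 ratio, and the median was 4.05 (2.79 to 5.20). No random list reached this median.

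The pro-fibrotic and ECM list did not move as a block in GHMT over MEF. Its median log2 ratio was -0.59 (-0.89 to -0.10), below all 10000 random lists, whose central 95% ran from -0.35 to 0.18. Of 57 genes, 15 were at least 1.5-fold higher and 29 at least 1.5-fold lower. Among all genes tested, 20.4% were at least 1.5-fold higher and 22.7% lower. The list's share was thus above that of all genes in both directions, though neither difference was tested. The study measured enrichment of ontology terms among its raised genes and reported ECM terms there. A list median does not repeat that measure. Col1a1 (chromosome 11, 94797538 to 94814356) rose slightly, with a log2 ratio of 0.19, and Acta2 rose by 0.54. Col3a1 fell by 1.01 on the log2 scale. Fn1 (chromosome 1, 71632094 to 71699774) had a log2 ratio of -0.10, and its direction reversed to 0.02 under median-of-ratios scaling. The study's PCR followed Fn-EDA, a splice form that gene counts do not separate from the rest of Fn1. Among genes of the TGF-β pathway, Tgfb2 and Tgfbr1 rose by log2 ratios of 1.88 and 1.83. Tgfb1, Snai1 and Snai2 had log2 ratios of -0.74, -0.68 and -1.82, and Tgfbr2 of 0.07. The list of direct TGF-β targets had a median of -0.71 (-2.13 to 1.38), at percentile 1.66, with 6 of 8 genes lower. Its 4 genes outside the ECM list had a median of -0.33, inside the random range. The respiratory chain list had a median of -0.02 (-0.07 to 0.09), inside the range of random lists, and its sign depended on the scaling.

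**Figure D1:**
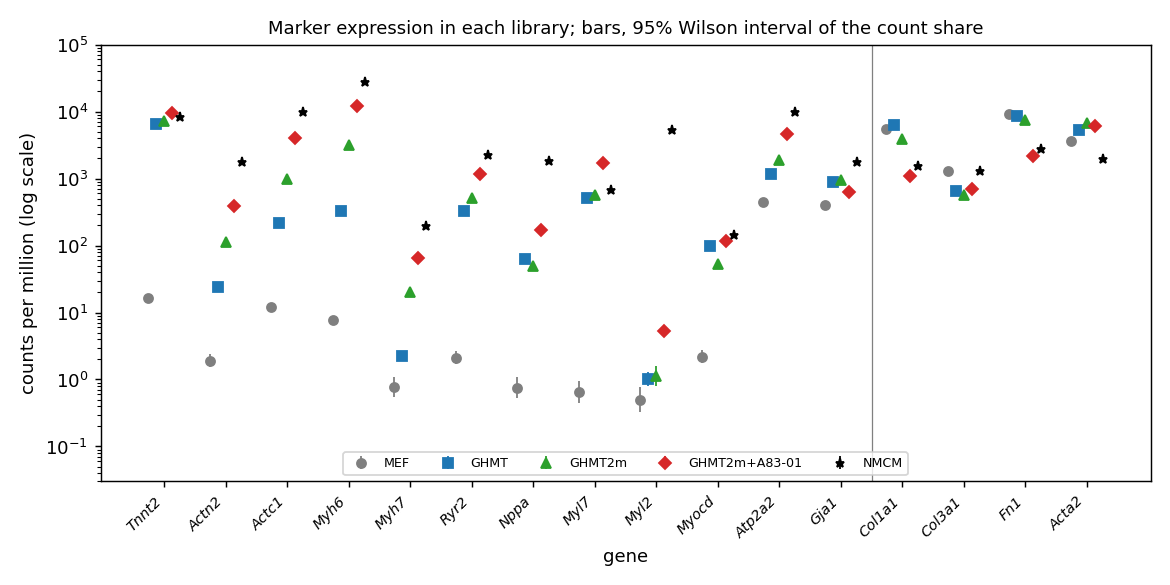
Expression of 12 cardiac markers (left of the line) and 4 fibrotic markers (right) in CPM on a log axis, with 1 symbol per library and bars for the 95% Wilson interval of the count share. Myl2 stays at 5.34 CPM in GHMT2m+A83-01 against 5247 CPM in NMCM, while Tnnt2 is at 6567 CPM in GHMT.

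The comparison of GHMT2m with GHMT asks what miR-1 and miR-133 add to the 4 factors. All 4 factors were also lower in GHMT2m. The added microRNAs cannot be separated here from a lower level of the factors. Of 16080 genes tested, 827 were at least 1.5-fold higher in GHMT2m and 91 were at 0.5-fold or less. At the same 1.5-fold threshold, 521 genes were lower. The number up was 1277 with a pseudocount of 0.1 and 541 with a minimum of 5 CPM. Myh6 (chromosome 14, 55560758 to 55585764) had the largest log2 ratio, 3.29 (3.26 to 3.31), from 329 to 3218 CPM. Smyd1 followed at 2.94 and Mylf-ps at 2.92; Mylf-ps is named as a pseudogene, so the assignment of its reads is uncertain. The 3 smallest were Rec8 at -2.19, EG268809 at -2.03 and Reck at -1.78.

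The cardiac contractile list had a median log2 ratio of 0.63 (0.41 to 0.91) in GHMT2m over GHMT, with 38 of 44 genes positive, above every random list. Actc1 and Actn2 each rose by 2.18 on the log2 scale. Tnnt2 rose by 0.15 and Myl7 by 0.15. Myocd and Nppa were lower in GHMT2m, with log2 ratios of -0.89 and -0.38. The ECM list had a median of -0.05 (-0.13 to 0.06), at percentile 10.6 of random lists and inside their central 95%, from -0.07 to 0.07. Only 2 of its 57 genes were at least 1.5-fold higher and 3 at least 1.5-fold lower. Lists of other ECM genes, formed later, had lower medians in this comparison. Among the fibrotic markers, Col1a1 had a log2 ratio of -0.67, Fn1 of -0.18 and Col3a1 of -0.16, each lower beyond counting error, and Acta2 of 0.33. In the TGF-β pathway, the log2 ratio was -0.68 for Tgfb2, -0.42 for Tgfbr1 and -0.44 for Tgfbr2. It was -0.42 for Snai1 and -0.22 for Snai2. These genes were each lower beyond counting error, whereas Tgfb1 rose by 0.25. The respiratory chain list rose by a median of 0.37 (0.33 to 0.40), with 48 of 52 genes positive. The cell cycle list had a median of -0.37 (-0.50 to -0.28), with all 22 genes negative, below every random list.

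The comparison of GHMT2m with and without A83-01 asks what inhibition of TGF-β signalling changes. Of 16501 genes tested, 615 were at least 2-fold higher and 477 at least 2-fold lower with A83-01. Both counts were larger with a pseudocount of 0.1, at 1055 and 728. Under median-of-ratios scaling 528 genes were higher and 553 lower, so which direction held more genes depended on the scaling. The largest log2 ratios were 3.64 for a RIKEN cDNA gene and 3.35 for Tm6sf1. The smallest were -3.84 for Sla (chromosome 15, 66612381 to 66663391), which went from 100.2 to 6.05 CPM, -3.61 for Fxyd6 and -3.60 for Ptprb.

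All 3 lists moved with A83-01. The cardiac contractile list had a median log2 ratio of 1.14 (0.68 to 1.47), with 40 of 47 genes positive. The respiratory chain list had a median of 0.92 (0.84 to 0.99), with all 52 genes positive. The ECM list had a median of -1.04 (-1.48 to -0.79), with 50 of 57 genes negative and 29 at least 2-fold lower. Medians of the first 2 lists exceeded every random list, and the ECM median lay below every random list. The fibrotic markers diverged: Col1a1 and Fn1 had log2 ratios of -1.87 and -1.79, Acta2 of -0.14, and Col3a1 rose by 0.27. Of the TGF-β pathway genes, Tgfb1 had a log2 ratio of -0.89, Tgfbr1 of -0.71 and Snai1 of -0.52, while Snai2 rose by 0.45 (0.25 to 0.64). Among cardiac markers, Actc1 rose by 2.02, Myh6 by 1.92, Actn2 by 1.80 and Ryr2 by 1.18 on the log2 scale, while Gja1 had a log2 ratio of -0.60. Myl2 rose by 1.57 but remained at 5.34 CPM (4.72 to 6.05), or 0.102% of NMCM. Myl7 stood at 250.0% and Tnnt2 at 114% of NMCM. These values of whole cultures do not separate more converted cells from higher expression per cell.

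**Figure D2:**
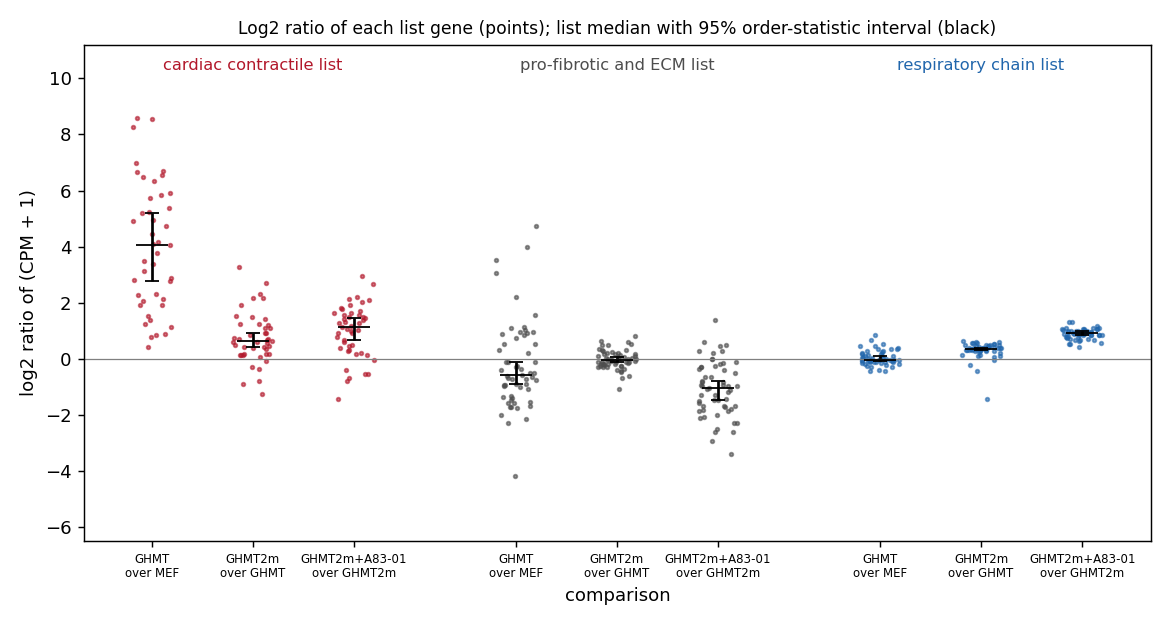
Log2 ratio of CPM + 1 for each gene (points) of the 3 lists in the 3 comparisons, with the list median and its 95% order-statistic interval in black. The ECM medians are -0.59, -0.05 and -1.04 from left to right, and the respiratory chain medians are -0.02, 0.37 and 0.92.

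Similarity to cardiomyocytes was compared over the 5981 genes that differed at least 2-fold between NMCM and MEF, 3079 higher and 2902 lower in NMCM. Pearson's r with NMCM across these genes was 0.558 for MEF, 0.716 for GHMT, 0.744 for GHMT2m and 0.804 for GHMT2m+A83-01. Genes are not independent replicates, and these values carry no test. The genes were chosen for their difference between the same MEF and NMCM libraries, which sets MEF far from NMCM in advance. The gene set moved r most: over all genes with at least 1 CPM in any library, r ranged from 0.817 for MEF to 0.892 for GHMT2m+A83-01. The order of the 4 libraries was the same under each alternative computed. The transduced libraries are whole cultures, so r does not separate more converted cells from cells more like NMCM. In complete-linkage clustering, GHMT and GHMT2m joined first at r 0.986, GHMT2m+A83-01 joined them at 0.938, MEF joined at 0.746, and NMCM joined last at 0.558. Complete linkage scores a cluster by its least similar pair, so the order of joining is not the order of single pairs: GHMT2m+A83-01 itself had r 0.804 with NMCM and 0.746 with MEF.

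**Figure D3:**
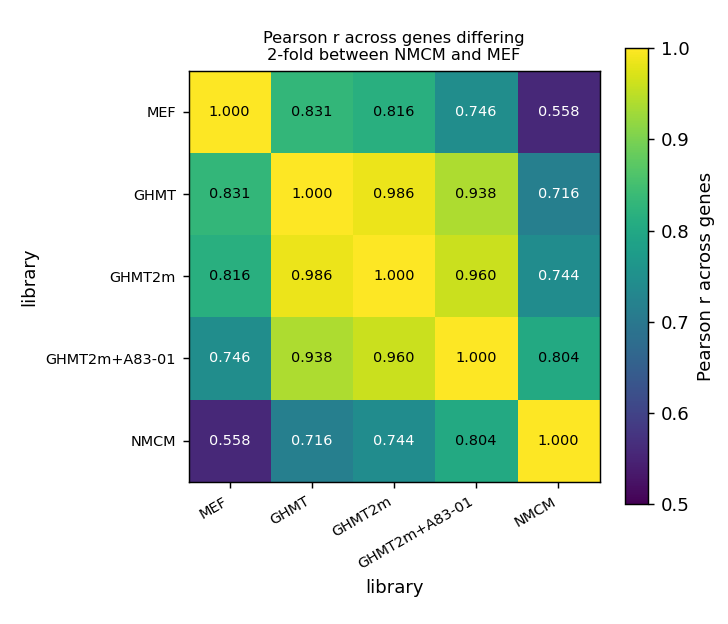
Pearson's r of log2(CPM + 1) between each pair of the 5 libraries, across the 5981 genes that differ at least 2-fold between NMCM and MEF. In the NMCM column r increases from 0.558 for MEF to 0.804 for GHMT2m+A83-01, and GHMT and GHMT2m share the highest r of any pair, 0.986. The choice of genes sets MEF far from NMCM in advance.

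The balance of the myosin heavy chains was also measured. Myh7 (chromosome 14, 55589525 to 55613471) made up 0.674% of the counts of Myh6 and Myh7 together in GHMT (0.569% to 0.799%, Wilson), 0.623% in GHMT2m, 0.531% in GHMT2m+A83-01 (0.512% to 0.550%) and 0.715% in NMCM (0.699% to 0.731%). In MEF the share was 9.01% (6.42% to 12.5%), from 31 of 344 counts. The intervals of GHMT and GHMT2m overlap, so no difference between them was detectable at this depth. Because the genes are near-identical neighbours, some of these reads can be assigned to either copy.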

Values the study reported

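The study reported 3,517 genes raised at least 1.5-fold in GHMT cultures. For A83-01 treatment of GHMT2m cultures it reported 509 genes raised and 489 lowered. Its comparison of fibroblasts with primary cardiomyocytes listed 4910 genes that differed between them.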

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

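Pseudocount, low-value filter and scaling alternatives were computed for the gene counts and list medians. Symbol-matched names and thinning were computed for the gene counts alone, and merged names for the list medians alone. The correlations were computed with Spearman's rho, a pseudocount of 0.1 and 2 other gene sets, and not under other scalings. Of the combinations of a main result with an alternative, 95 stayed within the yardstick, 22 moved and 2 reversed. The yardsticks differ in width, so this tally does not rank the kinds of result by robustness. All alternatives of r counted as moved, against counting error alone. The cardiac contractile median in GHMT over MEF went from 4.05 to 3.43 with no filter and still stayed within its wide interval.

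The respiratory chain list in GHMT over MEF reversed, from -0.0248 to 0.0899 under median-of-ratios scaling and to 0.0198 with scaling that left out the 100 genes with the highest values. Fn1 in GHMT over MEF reversed to 0.0165 under median-of-ratios scaling. That scaling shifted the named genes of this comparison by a median of 0.11 on the log2 scale, which is enough to reverse both values. The other 8 list medians kept their sign and stayed within their intervals under the pseudocount, filter and scaling alternatives and with merged names added, the last chosen after the data were seen.

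A pseudocount of 0.1 moved the genes up in GHMT2m over GHMT to 1277, the genes down to 211, and the genes up and down with A83-01 to 1055 and 728. A minimum of 5 CPM moved the genes up in GHMT2m over GHMT to 541. Restricting names to the symbol tables, chosen after the data were seen, moved the genes down in that comparison to 58. The cause was not tested for these counts. Thinning every library to the depth of GHMT2m, also chosen after the data were seen, left all 7 gene counts within a factor of 1.5.

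Every correlation alternative moved r by more than its counting error, for which the resampling standard deviation was between 0.000229 and 0.000343. In the order MEF, GHMT, GHMT2m and GHMT2m+A83-01, Spearman's rho was 0.554, 0.711, 0.735 and 0.794. A pseudocount of 0.1 gave 0.554, 0.706, 0.730 and 0.782. All genes with at least 1 CPM in any library gave 0.817, 0.855, 0.868 and 0.892, and genes with at least 5 CPM in NMCM or MEF gave 0.396, 0.617, 0.654 and 0.741. The cause was not tested, and the order of the libraries did not change in these 4 alternatives.

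Among single genes and the measure of progress towards NMCM, 70 combinations moved, 1 reversed and 127 stayed within the interval. Depth sets the widest relative intervals for genes near 1 CPM, such as Myl2 in GHMT and GHMT2m, whose difference was not detectable. Percentiles among random lists were computed under the main scaling alone.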

Other observations

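Of the 20 tests below, 11 were written before any ratio was computed, although raw counts of the factors, the named markers and the most abundant genes had been seen. The other 9 were chosen after results had been seen: the held-out ECM lists, the length and GC test and the cell cycle value for GHMT over MEF, the tests of both microRNA sites in GHMT over MEF, those of both sites in GHMT2m over GHMT with the NMCM over MEF ratio removed, and that of miR-133 in GHMT2m+A83-01 over GHMT2m. For 2 of these 9, miR-133 in GHMT2m+A83-01 over GHMT2m and the cell cycle value, the outcome itself was known beforehand. The held-out lists in the other 2 comparisons were computed later still, with their medians already known.

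Genes carrying microRNA sites were lower in the library that received the microRNAs. In GHMT2m over GHMT, 1170 genes with the 7-base miR-1 site in the longest 3′ UTR had a median log2 ratio that differed by -0.0695 from that of genes of like UTR length, below all 209 shuffled sites of the same base composition. For 937 genes with the miR-133 site the difference was -0.127, below all 99 shuffled sites. Shuffled sites with a CpG were left out. Repression by the added microRNAs is a candidate explanation, and the differences remained at -0.0612 and -0.116 after a fit on the NMCM over MEF ratio was removed, again below every shuffled site. Site genes also fell in comparisons with no difference in added microRNAs. In GHMT2m+A83-01 over GHMT2m, where both libraries received the microRNAs, the differences were -0.0400 for miR-1, with 1 of 209 shuffled sites as low, and -0.0559 for miR-133, with 0 of 99 as low. In GHMT over MEF, where neither library did, they were -0.0252 for miR-1, with 28 of 209 as low, and -0.0258 for miR-133, with 2 of 99 as low. With the NMCM over MEF ratio removed, a value for which no outcome had been written down, the difference with A83-01 was -0.0179 for miR-1, with 18 of 209 shuffled sites as low, and -0.0363 for miR-133, with 0 of 99 as low. The miR-1 control was then inside the shuffled range and the miR-133 control was not. Before that removal, the difference was negative in all 4 control checks. It was least unusual for miR-1 in GHMT over MEF, where 28 of 209 shuffled sites were as low. The cells' own miR-1 and miR-133 were not measured here and may differ in these comparisons, so a fall there does not count against repression by microRNAs. The values were largest in GHMT2m over GHMT, but that the comparisons differ was not tested. The part due to the added microRNAs therefore cannot be told apart from that of the cells' own microRNAs or of other changes. Those changes include the lower level of the introduced factors in GHMT2m. Removing the NMCM over MEF ratio may also remove effects of the heart's own microRNAs.

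The ECM list split in GHMT over MEF. Its 7 basement membrane members had a median log2 ratio of 1.14, with 6 of 7 higher, whereas its 19 fibril and elastic fibre members had a median of -0.71, with 12 of 19 lower and 7 higher. Basement membrane genes made up 6 of the 15 ECM genes that were at least 1.5-fold higher, so the classes account for the mixed list in part. These classes were formed after the values were seen, so 2 lists of other genes were written before their values were examined. The held-out basement membrane list of 20 genes had a median of 1.25 (0.18 to 2.06), above every random list, with 17 of 20 genes higher, and its sign was kept under both scaling alternatives. The fibril pattern did not extend: the held-out list of 20 fibril, elastic fibre and collagen-modifying genes had a median of 0.27, slightly above the upper end of the random range at 0.26, opposite to the fall seen in the first set. That outcome matched neither of the alternatives written down. A rise of basement membrane genes with the factors is a candidate explanation for part of this, but the MEF library also differs in culture time and medium, and no library here separates these from the factors. The cell cycle list had a median of -2.14 in the same comparison. That value does not decide the matter, since the list also fell in GHMT2m over GHMT, where day and medium were the same, and its outcome was known beforehand. In GHMT over MEF the fall of the whole list was not removed by a fit on transcript length and GC content, after which its median was -0.75, farther from 0 than before. The fit explained 0.446% of the variance across genes, so it found little dependence on either property in these data. In GHMT2m over GHMT, where the ECM list was inside the random range, the held-out lists were lower: the basement membrane list had a median of -0.14 (-0.40 to 0.10), at percentile 0.73, and the fibril list had -0.22 (-0.36 to -0.08), at percentile 0.02, with the same signs under both scaling alternatives. With A83-01 the held-out fibril list had a median of -0.70, below every random list, and the held-out basement membrane list had -0.13, inside the random range. The 7 basement membrane members of the ECM list had a median of -1.04 with A83-01, so the held-out list did not repeat their fall.

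For A83-01, the same fit left the ECM median at -1.01, the cardiac median at 1.06 and the respiratory chain median at 0.86, each outside the random range, and it explained 0.808% of the variance across genes. The list of direct TGF-β targets fell with the ECM list, with a median of -1.07 and 8 of 8 genes lower. Of its genes, 4 also belong to the ECM list. The other 4 had a median of -0.83, at percentile 0.25, with all 4 lower. Lower expression of direct TGF-β targets is a candidate explanation for the ECM fall, but not every gene of the pathway fell: Snai2 rose by 0.45. The list of skeletal muscle genes also rose, with a median of 1.04 over 10 genes, but its interval ran from -0.69 to 2.79. The rise of the cardiac list may therefore be part of a wider striated muscle programme, and reads shared between muscle paralogs were not tested. The cell cycle list had a median of -0.17 with A83-01 (-0.26 to -0.06), outside the random range, so a difference in proliferation cannot be set aside, though its size is small beside those of the lists. The same list had a median of -0.37 in GHMT2m over GHMT, so proliferation is open there too.

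Across 12201 genes with at least 5 CPM in either GHMT2m library, the A83-01 ratio followed the NMCM over MEF ratio, with r 0.458. The 2 ratios share no library. Without the 3 lists r was 0.444 over 12049 genes, so the relation did not rest on the list genes alone. For GHMT2m over GHMT the corresponding r was 0.261. The median gene higher in NMCM had covered 21.2% of the log2 distance from MEF to NMCM in GHMT, 31.7% in GHMT2m and 56.6% in GHMT2m+A83-01. The median gene lower in NMCM had covered 46.5%, 49.3% and 63.5%. This measure was not planned, and each of these values moved with a pseudocount of 0.1, to 27.2%, 37.4% and 60.8% for genes higher in NMCM and to 43.3%, 45.7% and 60.9% for genes lower. Under median-of-ratios scaling the GHMT2m+A83-01 values moved to 51.9% and 71.2%. The order of the libraries was kept in both. No biological explanation was tested for it. The genes were chosen for their difference between the same MEF and NMCM libraries that set the distance. Part of the distance covered can come from that choice, or from the day and medium of the MEF library. No value expected without reprogramming was computed, so the percentages only rank the transduced libraries.

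The 48 cardiac contractile genes approached NMCM to different degrees. In GHMT2m+A83-01, 8 were at or above the NMCM level, 19 were at 50% or more, 13 were under 10% and 4 were under 1%. Their median was 9.0% of NMCM in GHMT, 21.6% in GHMT2m and 40.5% in GHMT2m+A83-01. All 4 introduced factors were lower in GHMT2m than in GHMT although most cardiac markers were higher. No explanation was tested for either pattern. The percentages of NMCM are those of whole cultures, and the share of converted cells was not measured here.

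The NMCM library may hold RNA from cells other than cardiomyocytes: the endothelial list had a median log2 ratio of 3.22 over MEF, above every random list, with 7 of 8 genes higher and an interval from -1.08 to 5.03. All 48 cardiac contractile genes were at least 2-fold higher in NMCM than in MEF, with a median log2 ratio of 7.73. That argues against other cells as the main source of the ratios of this list. For other genes, the part of the NMCM over MEF ratios used above that comes from other cells was not measured.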
